# Profiling of Stem/Progenitor Cell Regulatory Genes of the Synovial Joint by Genome-Wide RNA-Seq Analysis

**DOI:** 10.1155/2018/9327487

**Published:** 2018-06-26

**Authors:** Yue Zhou, Mo Chen, Christopher L. Ricupero, Ling He, Jiaqian Wu, Kenian Chen, Richard A. Friedman, Paolo Guarnieri, Zuolin Wang, Xuedong Zhou, Jeremy J. Mao

## Abstract

Synovial joints suffer from arthritis and trauma that may be severely debilitative. Despite robust investigations in the roles of individual genes in synovial joint development and arthritis, little is known about global profiles of genes that regulate stem/progenitor cells of a synovial joint. The temporomandibular joint is a poorly understood synovial arthrosis with few clinical treatment options. Here, we isolated the articular and mature zones of the mandibular condyle by laser capture microdissection, performed genome-wide profiling, and analyzed molecular signaling pathways relevant to stem/progenitor cell functions. A total of 804 genes were differentially expressed between the articular and mature zones. Pathway analyses revealed 29 enriched signaling pathways, including the PI3K-Akt, Wnt, and Toll-like receptor signaling pathways that may regulate stem/progenitor cell homeostasis and differentiation into the chondrocyte lineage. Upstream regulator analyses further predicted potential upstream key regulators such as Xbp1, Nupr1, and Hif1a, and associated underlying mechanism networks were described. Among the multiple candidates of growth and transcriptional factors that may regulate stem/progenitor cells, we immunolocalized Sox9, Ihh, Frzb, Dkk1, Lgr5, and TGF*β*3 in the articular and mature zones. These findings provide a comprehensive genetic mapping of growth and transcriptional genes in the articular and mature zones of a synovial joint condyle. Differentially expressed genes may play crucial roles in the regulation of stem/progenitor cells in development, homeostasis, and tissue regeneration.

## 1. Introduction

Synovial joint diseases are a substantial burden to society, including arthritis, trauma, and congenital anomalies. Individual growth and transcriptional factors have been studied primarily to understand joint development and arthritis [1, 2]. However, little is known regarding the genes that regulate stem/progenitor cells in homeostasis or pathological conditions of postnatal synovial joints. The temporomandibular joint is a complex synovial arthrosis with the mandibular condyle serving more than articular cartilage. During development, the mandibular condyle is both articular cartilage and an underlying growth plate [3, 4]. The mandibular condyle forms from a subset of neural crest derived mesenchymal stem cells that differentiate and secrete a matrix rich in type II collagen and proteoglycans [5, 6]. Despite the presence of fibrocartilage in the mandibular disk which is functionally equivalent to the knee meniscus, the mandibular condyle shares numerous characteristics of a synovial joint and serves as a pivotal site for bone growth [7, 8].

The mandibular condyle is divided into three distinctive zones in the sagittal plane: articular zone (az), mature zone (mz), and hypertrophic zone (hz) [9]. The articular zone is the most superficial layer and immersed in the synovial cavity. Cells in the articular zone are densely packed during development, with some of the cells active in lubricin synthesis [10]. Some of the articular zone cells display stem/progenitor cell characteristics [11–13]. The mature zone lies underneath the articular zone and primarily consists of chondrocytes with abundant extracellular matrix such as aggrecan and type II collagen [14]. In the mature zone, cell morphology gradually changes from flattened to spherical shape. In the hypertrophic zone, chondrocytes undergo terminal differentiation and become hypertrophic with enlarged size and deposition of type X collagen [15], followed by mineralization of cartilaginous matrix and newly formed bone [16]. Thus, stem/progenitor cell differentiation from the superficial, articular zone towards mature and hypertrophic zones provides a powerful model for understanding growth and transcriptional genes that regulate the behavior of stem/progenitor cells. Despite previous demonstrations of isolated growth and transcriptional factors in arthritis and development [17, 18], a comprehensive global analysis of gene expression profiles of the temporomandibular joint condyle is unavailable. Here, we profiled global gene expression of different zones of the mandibular condyle by laser capture microdissection and RNA-Seq analysis with a specific focus on growth and transcriptional factors that may regulate stem/progenitor cell behavior.

## 2. Materials and Methods

### 2.1. Tissue Preparation

Animal use protocol was approved by Columbia University Institutional Animal Care and Use Committee (IACUC). Mandibular condyles of postnatal 7-day CD-1 mice (Charles River Laboratory, Stone Ridge, NY) were surgically removed after inhalational anesthesia and immediately embedded in optimum cutting temperature compound (Leica Biosystems), frozen on dry ice, and stored at −80°C until sectioning. Frozen sections (10-*μ*m thickness) were prepared using a cryostat at −20°C and were mounted on precooled PEN membrane-covered slides (Zeiss). Slides were stored at −80°C until further processing.

### 2.2. Tissue Staining

Slides were removed from −80°C and thawed at room temperature. After rethawing, slides were fixed in 70% ethanol for 2 min and dipped 5-6 times in RNase-free distilled water to remove optimum cutting temperature compound. Slides were then stained with Mayer's Hematoxylin (Sigma-Aldrich) for 1 min, washed in DEPC-treated water for 1 min, stained with Eosin Y (Sigma-Aldrich) for 10 s, and dehydrated subsequently using ethanol series (70%, 96%, 100%). All aqueous reagents were prepared with diethylpyrocarbonate- (DEPC-) treated or RNase-free water.

### 2.3. Laser Capture Microdissection (LCM)

LCM was performed using the PALM Microbeam system (Zeiss). The articular zone, mature zone, and hypertrophic zone were readily identified on the basis of cell morphology under 10×microscope objective. A focused laser beam was activated to dissect the zone of interest into Adhesive Cap tube caps (Zeiss). A total of 25-30 sections from each zone were microdissected and pooled to create single samples. A total of three independent biological replicates were tested.

### 2.4. RNA Extraction and RNA Quality Assay

The collected cell samples were immediately lysed in 50-*μ*l Arcturus PicoPure RNA extraction buffer at 42°C for 30 min. Total RNA was extracted from cell lysates using Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). To evaluate RNA quality, the RNA 6000 Pico kit and Bio-Analyzer 2100 (Agilent Biotechnologies) were used. RNA Integrity Number (RIN) ranging from 10 (intact) to 1 (totally degraded) was analyzed and only high-quality RNA samples (RIN value>6) were selected for RNA-sequencing.

### 2.5. RNA-Sequencing and Data Analysis

RNA samples were subjected to RNA-sequencing at the University of Rochester Genomics Research Center. Briefly, total RNAs from each sample were polyA selected and single-end sequencing libraries were constructed using TruSeq RNA Sample Prep Kit (Illumina). The samples were then sequenced using the Illumina HiSeq sequencer. The RNA-Seq reads were cleaned according to a rigorous preprocessing workflow (Trimmomatic-0.32) and mapped to the Mus musculus genome (version mm10) with SHRiMP2.2.3. Differential expressed genes were identified using DESeq, with <0.05 false discovery rate (FDR). Fragments Per Kilobase of exon model per Million Mapped fragments (FPKM) were estimated for each gene in each sample. Hierarchical clustering was also performed on log_2_FPKM values with Cluster 3.0. Only genes with FDR<0.05 and ≥0.80 standard deviation were included. Results were displayed as a heatmap with JavaTreeview. Pathway analysis was performed to investigate potential interactions of differently regulated genes. Ingenuity Pathway Analysis (IPA) was used to generate the network of connections between modulated genes, using knowledge-based topology. Upstream Regulator and Mechanistic Regulator Algorithms were used to infer regulatory networks responsible for the observed differential expression.

### 2.6. qRT-PCR Validation

The cDNA was synthesized with the iScript cDNA synthesis kit (Bio-Rad). SYBR green-based RT-PCR reactions were performed using the ViiA™ 7 system (Life technologies) according to the manufacturer's protocol. Primers used for the RT-PCR are listed in Supplementary Table 4 with all reactions in triplicate to detect the cycle thresholds value. Gene expressions normalised to Gapdh were analyzed by the 2^−ΔΔCt^ method with statistically significance determined using Student's* t*-tests.

### 2.7. Immunohistochemistry

Mandible condyle samples were fixed in 10% formalin, decalcified in EDTA, and then embedded in paraffin. Tissue sections (5*μ*m thickness) were prepared and immunohistochemistry was performed with primary antibodies (Abcam) and HRP-DAB System Staining Kit (R&D) per manufacturer protocols. Primary antibodies included polyclonal rabbit anti-mouse Sox9, Ihh, Frzb, Dkk1, Lgr5, and Tgf*β*3.

## 3. Results

Mandibular condyles of postnatal 7-day-old mice were frozen-sectioned with articular, mature and hypertrophic zones identified under a dissection microscope (Figure 1(a)). Cells from the articular zone (az), mature zone (mz), and hypertrophic zone (hz) were isolated by laser capture microscopy (LCM) (Figures 1(b)–1(d)). A total of ~10-40 ng of RNA samples from each zone in three biological replicates were subjected to RNA quality analysis. RIN numbers (RNA Integrity Number) (Figure 1(e) and Supplementary Table 1) were acceptable for articular and mature zone samples (RIN 6.0-7.8) but were consistently unacceptable for hypertrophic zone samples (RIN 2.7-5.3), likely attributable to apoptosis of hypertrophic chondrocytes. Therefore, only the articular and mature zone samples were deemed sufficient for RNA-sequencing.

Total sequencing reads representing RNA transcripts were generated and were mapped to the NCBI mouse reference genome (Supplementary Table 2). 

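The values used here came from 5 libraries of mouse condyles at postnatal day 7, 3 of the articular zone and 2 of the mature zone. The labels number them as articular zone replicates 2, 3 and 4 and mature zone replicates 2 and 3. Mature zone replicate 4 was left out of processing by the authors, and no value of it was used here. Each library holds RNA of pooled captured sections; how many animals stand behind a pool is not given in the sources used here, and the labels do not tie a capture of one zone to a capture of the other. The authors deposited raw read counts for 22609 gene symbols and FPKM for 22462, with no FPKM under 0.1. Total counts were 15449883 to 18884685 per articular zone library and 15555620 to 16302047 per mature zone library. At least 1 count was found for 13538 to 14650 genes per articular zone library and for 12357 to 13121 per mature zone library. Col1a2, a chain of type I collagen, took the largest share of the counts in 4 libraries, between 1.62% and 1.99%, and Col2a1, the chain of type II collagen, took the largest in mature zone replicate 3, at 1.87%. Here, the 13119 genes with at least 10 counts in at least 2 libraries were tested on the raw counts with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Each log2 fold change is articular over mature zone with its standard error (SE), and each level is in TMM-normalized CPM, counts scaled to the effective library size, as mean ± SD with n = 3 articular and n = 2 mature zone libraries. Gene groups were taken from lists fixed before the counts were examined but after values in the paper's tables had been seen. Those values come from these libraries, so the lists are not blind to the study's calls. The lists were tested with camera, with a preset correlation of 0.01 between genes and adjustment over 27 lists. Where the correlation was estimated instead, camera had only 3 residual degrees of freedom. A high adjusted p there is no evidence that a list does not differ. The common biological coefficient of variation was 0.680. Counts were simulated at this size with 200 changed genes and the trend of the dispersion. There the test recovered 4.48% of genes changed by 1 on the log2 scale, 47.7% of those changed by 2 and 74.6% of those changed by 3. These rates need not hold for the real counts, where 2634 genes had an unadjusted p under 0.05 in edgeR. Where every library of a zone had 0 counts, the fold was bounded against 3 counts over that zone's summed effective library size; such bounds and the counting intervals cover counting error only. Positions of genes are those of GRCm38.p6.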

DESeq was used to estimate the statistical significance of differential gene expression profiles between zones (Figures 2(a)–2(c)). RNA comparison between articular and mature zones revealed distinctive gene expression profiles, as illustrated by the heatmap with an FDR (false discovery rate) <0.05 (Figure 2(d)). 

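Libraries of the same zone resembled each other more than libraries of different zones. Over the 9609 genes with a mean FPKM of at least 1, the Pearson correlation of log2(FPKM + 1), taken across genes, averaged 0.932 between libraries of a zone and 0.876 between zones. Their difference of 0.0562 was the largest of the 10 ways to choose 2 of the 5 libraries (exact permutation test, one-sided, p = 0.1, the smallest p that this number of libraries allows), and the highest of the other ways gave 0.0198. Genes are not independent replicates, so the correlations carry no p of their own. With 1 articular zone library left out the difference was 0.0444 without replicate 2, 0.0609 without replicate 3 and 0.0478 without replicate 4. The articular zone libraries correlated at 0.923 to 0.947 with each other and the mature zone libraries at 0.916. Mature zone replicate 2 correlated at 0.879 to 0.907 with the articular zone libraries, and mature zone replicate 3 at 0.826 to 0.876. The share of very abundant genes was alike in both zones: the 10 genes with the most counts took 9.93% to 10.3% of an articular zone library and 9.15% to 10.1% of a mature zone library.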

A total of 804 genes showed significantly differential expression between the articular and mature zones (az versus mz): 391 upregulated and 413 downregulated (Figure 2(e) and Supplementary Table 3).

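Cartilage matrix genes were among the genes lowest in the articular zone, and regulators, matrix and signaling genes with no counts at all in the mature zone were among the highest. Of the 13119 genes tested, 393 differed between the zones at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 150 higher and 243 lower in the articular zone. For all 393, which were chosen by the test on these libraries, every library of one zone lay on one side of every library of the other. The number of genes depended on each library. It was 98 (15 higher, 83 lower) without articular zone replicate 2, 86 (26 and 60) without articular zone replicate 3, 13 (0 and 13) without articular zone replicate 4, 1289 (843 and 446) without mature zone replicate 2, and 139 (58 and 81) without mature zone replicate 3. Of the 393, those fits shared 94, 82, 12, 364 and 114; a fit without a mature zone library assumes that the remaining one varies like the articular zone libraries.
Comp encodes cartilage oligomeric matrix protein and lies on chromosome 8 from 70373548 to 70382066. It was at 14.8 ± 6.94 CPM (SD, n = 3) in the articular zone and 930 ± 628 (SD, n = 2) in the mature zone, a log2 fold change of -5.97 (SE 0.57, adjusted p = 0.00580 from edgeR's quasi-likelihood test). Scin encodes the actin-severing protein scinderin (chromosome 12, 40059769 to 40134228) and was at 1.57 ± 0.263 against 119 ± 34.4 CPM, a log2 fold change of -6.24 (SE 0.38, adjusted p = 0.00231). Matn3, a matrilin of cartilage (chromosome 12, 8947929 to 8972028), had a log2 fold change of -5.94 (SE 0.68) and Col9a3, a chain of type IX collagen (chromosome 2, 180598102 to 180622192), one of -4.97 (SE 0.70). Matn1, another matrilin (chromosome 4, 130944385 to 130955476), had 0 counts in every articular zone library and 199 and 176 in the mature zone, at least 227-fold lower. Gjc3, a connexin known from glia, and Mtus2, a microtubule-associated protein, had 1 and 2 counts in the articular zone, ratios of articular to mature zone of 0.00139 (95% counting interval 3.51e-05 to 0.00778) and 0.00179 (0.000217 to 0.00651). The other genes among the 12 called genes with the lowest fitted log2 fold changes were 2210020M01Rik, 3110079O15Rik (an older symbol of the cartilage proteoglycan gene Snorc), Eps8l2, Prkg2, a kinase of chondrocyte maturation, and Hip1r, with log2 fold changes from -5.02 to -4.61. Exons of Eps8l2 and Hip1r overlap a gene on the other strand over 32.2% and 12.5% of their length, and the strand used in counting is not given in the sources used here. Of these 12 genes, 8, 8, 2, 9 and 6 still passed without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3, respectively; Matn1, Gjc3 and Mtus2 were not tested without either mature zone library, as the filter on counts removed them.
The 12 called genes picked for the highest fitted log2 fold changes had 0 counts in both mature zone libraries, where the fitted value is not a measured size, so other genes may have risen more. Zfp14, a zinc finger protein (chromosome 7, 30036357 to 30051396), had 289, 687 and 555 counts in the articular zone libraries, at least 281-fold higher (adjusted p = 0.0104 from edgeR's quasi-likelihood test). Mfap5 encodes a protein of elastic microfibrils (chromosome 6, 122513584 to 122529290) and was at least 235-fold higher, with 937, 72 and 269 counts. The bounds were at least 195-fold for the transcription factor gene Hlf, 174-fold for the matrix gene Frem1, 148-fold for Fv1, which derives from a retrovirus and may share reads with related repeats, and 146-fold for Tac1, the precursor of substance P. They were at least 131-fold for the protease inhibitor gene Serpinb9, 126-fold for Rapgef5, an activator of Rap1, 125-fold for Gimap6, a gene known from lymphocytes, 124-fold for Fam198a, 123-fold for the phosphodiesterase gene Pde4b and 121-fold for Kctd12b. Of these 12 genes, 1, 1, 0, 12 and 10 still passed without the same libraries in turn. Among all 150 genes higher in the articular zone, 35 had 3 or fewer counts in each mature zone library, and 21 of them had 0 in both.

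**Figure D1:**
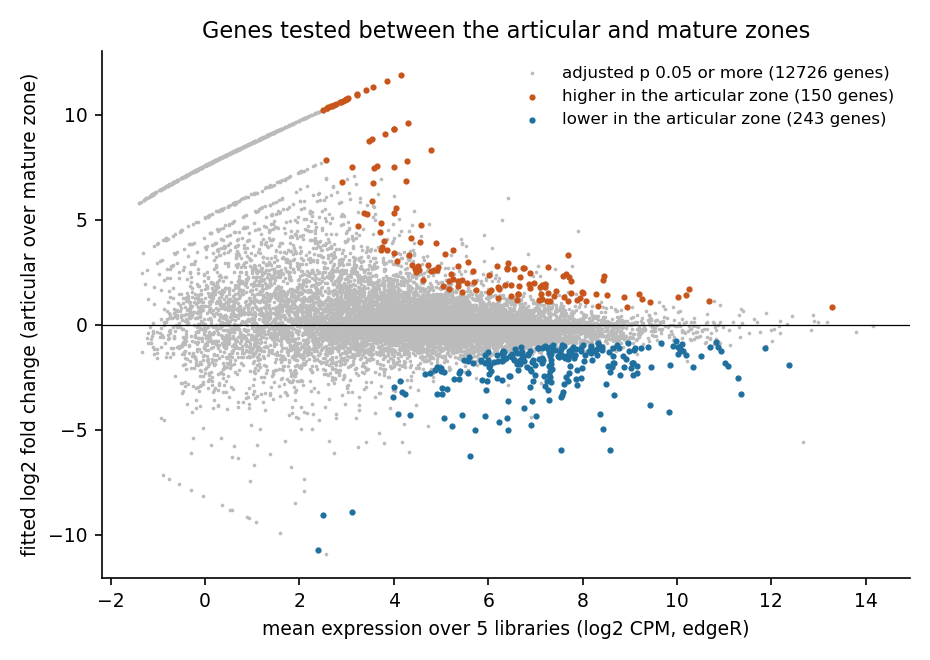
Fitted log2 fold change (articular over mature zone) against mean expression (log2 CPM) for each of the 13119 genes tested, 1 point per gene. The 150 orange points and the 243 blue points passed an adjusted p of 0.05; the straight band at the top left holds genes with 0 counts in the mature zone, whose fitted fold changes are no bounds.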

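Genes that build and sulfate the cartilage matrix were lower in the articular zone as groups. Of 22 tested genes of the cartilage matrix list, 15 were lower and none was higher over all genes tested (18 lower and 1 higher when adjusted over the list alone; camera adjusted p = 4.06e-19, and adjusted p = 0.194 with an estimated correlation). The summed level of the list was 5769 ± 1218 CPM (SD, n = 3) in the articular zone and 41146 ± 13863 (SD, n = 2) in the mature zone. Hapln1, the link protein of aggrecan (chromosome 13, 89540529 to 89611832), had a log2 fold change of -3.31 (SE 0.30, adjusted p = 0.00522 from edgeR's quasi-likelihood test), Acan, aggrecan itself (chromosome 7, 79053226 to 79115099), one of -1.81 (SE 0.18, adjusted p = 0.00670) and Col9a1, of type IX collagen (chromosome 1, 24177589 to 24252738), one of -4.16 (SE 0.44, adjusted p = 0.00890). Of 28 genes of sulfation and glycosaminoglycan synthesis, 13 were lower and none was higher (18 lower when adjusted over the list alone; camera adjusted p = 4.23e-15, and adjusted p = 0.166 with an estimated correlation). Chst11, a chondroitin sulfotransferase (chromosome 10, 82984440 to 83195904), was at 40.9 ± 7.63 against 414 ± 72.5 CPM, a log2 fold change of -3.34 (SE 0.24, adjusted p = 0.00231). Ugdh, which makes the precursor of glycosaminoglycan chains (chromosome 5, 65413207 to 65435842), fell by 2.24 on the log2 scale (SE 0.17), Papss2, which makes the sulfate donor, by 2.82 (SE 0.35) and the xylose kinase gene Fam20b by 2.72 (SE 0.32). Of 14 chondrocyte transcription factors and receptors, 3 were lower and none was higher (5 lower when adjusted over the list alone; camera adjusted p = 7.74e-04, and adjusted p = 0.194 with an estimated correlation). Besides Sox9, these were Pth1r, the receptor of parathyroid hormone-related protein (-1.83, SE 0.24), and the growth factor receptor gene Fgfr3 (-1.99, SE 0.34), whose exons overlap a gene on the other strand over 13.9% of their length. Of 19 hypertrophic chondrocyte genes, Panx3, a pannexin channel (chromosome 9, 37659902 to 37669222), was lower (-1.95, SE 0.29, adjusted p = 0.0164) and none was higher (5 lower and 3 higher when adjusted over the list alone; camera adjusted p = 0.150). DESeq2 called 4 genes of this list lower and 3 higher. Col10a1, type X collagen, had 1, 5 and 11 counts in the articular zone and 27 and 387 in the mature zone and did not pass the test (adjusted p = 0.0975). When articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 were left out in turn, the number of cartilage matrix genes that were lower was 12, 8, 1, 15 and 11, that of the sulfation list 5, 6, 2, 16 and 6, that of the transcription factors and receptors 2, 3, 0, 4 and 2, and that of the hypertrophic list 1, 0, 1, 3 and 0.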

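Tgfb3 was higher in the articular zone, and Sox9, Wnt11 and Frzb were lower, among 14 genes of growth factors, Wnt signaling and chondrocytes. Tgfb3, a growth factor gene (chromosome 12, 86056743 to 86079041), was at 133 ± 23.0 CPM (SD, n = 3) in the articular zone and 48.3 ± 5.21 (SD, n = 2) in the mature zone, a log2 fold change of 1.47 (SE 0.26, adjusted p = 0.0292 from edgeR's quasi-likelihood test). Sox9, the transcription factor of the chondrocyte lineage (chromosome 11, 112782210 to 112787757), was at 198 ± 14.2 against 704 ± 160 CPM (log2 fold change -1.83, SE 0.20, adjusted p = 0.00890). Wnt11, a Wnt ligand gene (chromosome 7, 98835084 to 98854747), was at 4.16 ± 2.43 against 38.4 ± 5.02 CPM (-3.20, SE 0.66, adjusted p = 0.0450). Frzb, which encodes a secreted Wnt antagonist (chromosome 2, 80411970 to 80447396), was at 22.4 ± 12.9 against 273 ± 43.8 CPM (-3.61, SE 0.47, adjusted p = 0.0117). With the replicate number as a block, edgeR's adjusted p was 0.0741 for Tgfb3 and 0.147 for Wnt11. With upper-quartile normalization it was 0.0548 for Wnt11. Sox9 and Frzb passed in both of these fits.
The other 10 genes did not pass the test over all genes, with adjusted p from 0.0648 to 0.248 in edgeR. Each of them had every articular zone library on one side of every mature zone library. Lgr5, a receptor of R-spondins known from stem cells (chromosome 10, 115450314 to 115587780), had 235, 31 and 187 counts in the articular zone and 0 and 0 in the mature zone, at least 83.3-fold higher. Ostn, which encodes osteocrin, had a log2 fold change of 3.38 (SE 1.46); 12.9% of its exon length overlaps a gene on the other strand. The log2 fold change was 4.02 (SE 1.44) for Thy1, a surface marker of mesenchymal cells, 2.23 (SE 0.77) for the growth factor gene Gdf10, 2.16 (SE 0.52) for the transcription factor gene Foxp1, 1.55 (SE 0.54) for Sox11 and 0.83 (SE 0.22) for the Wnt inhibitor gene Wif1. Col2a1 was at 334 ± 255 CPM in the articular zone and 15776 ± 7094 in the mature zone (-5.56, SE 1.11, adjusted p = 0.0896). Ihh, the hedgehog ligand gene of prehypertrophic chondrocytes, had 0, 1 and 41 counts against 996 and 451, and Dkk1, a Wnt inhibitor gene, had 0, 0 and 4 against 148 and 102. Adjusted over the list alone, 8 of the 14 genes were higher and 6 were lower; the study chose them on these libraries, so this is not independent evidence. The number of the 14 that passed over all genes was 3 without articular zone replicate 2, 2 without articular zone replicate 3, 1 without articular zone replicate 4, 2 without mature zone replicate 3, and 8 higher and 3 lower without mature zone replicate 2.

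**Figure D2:**
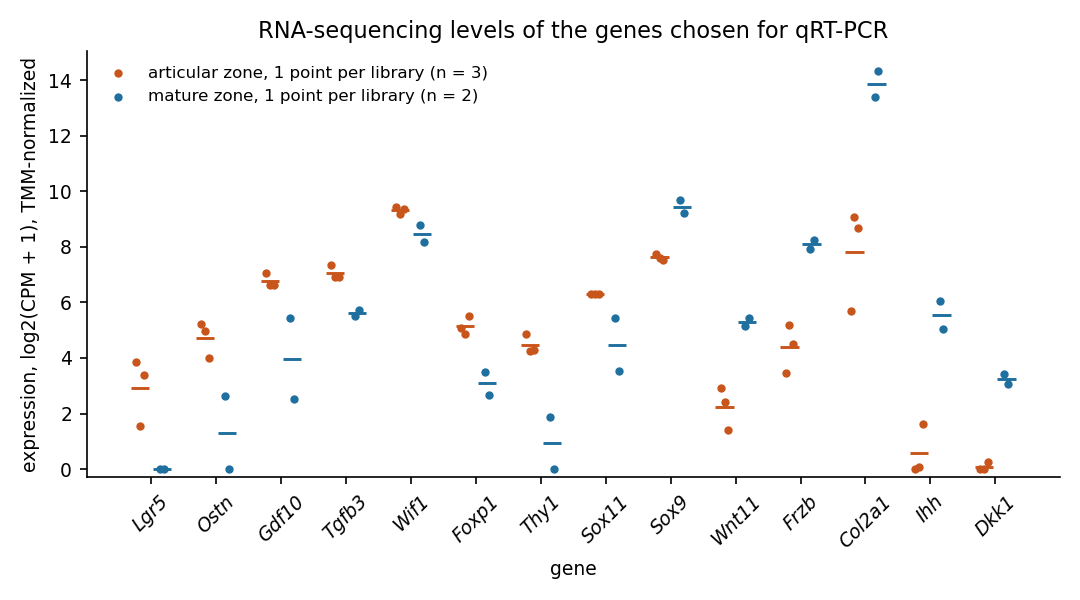
Expression as log2(CPM + 1) of the 14 genes in each library, with 3 articular zone libraries in orange and 2 mature zone libraries in blue; lines are the means of a zone. For Lgr5 both mature zone libraries sit at 0, and for Sox9 they lie above all articular zone libraries.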

To verify the sequencing transcripts, 14 differentially expressed genes of relevance to the regulation of chondrogenic differentiation were selected for qRT-PCR. Ihh and Col2a1 are known to be expressed and play critical roles in the growth and differentiation of condylar cartilage [19, 20]. Sox9 is also required for TMJ morphogenesis [21], raising the possibility that a member of the Sox family Sox11 might similarly play roles in TMJ maintenance. Ostn is secreted by osteoblast and other mesenchymal cells to modulate bone growth and chondrocyte proliferation through binding to Natriuretic Peptide Clearance Receptor [22, 23]. Foxp1 and Thy1 are of particular interest since Foxp1 has previously demonstrated a critical function in fate choice of mesenchymal stem cell differentiation [24], and Thy1 was identified as a stem cell marker [25]. The functional significance of Wnt and TGF*β* signaling in TMJ development has been implicated by the spatiotemporal expression patterns of Wnt signaling pathway [26, 27], upregulation of *β*-catenin [27], or conditional inactivation of TGF*β*2 [28], raising the possibility that some members of the Wnt and BMP signaling pathways, including Lgr5, Wif1, Wnt11, Frzb, Dkk1, Gdf10, and TGf*β*3, may be involved in TMJ formation and homeostasis. Our qRT-PCR results confirmed upregulation of Lgr5, Ostn, Gdf10, Tgf*β*3, Wif1, Foxp1, Thy1, and Sox11 and downregulation of Sox9, Wnt11, Frzb, Col2a1, Ihh, and Dkk1 in the articular zone relative to the mature zone (Figure 2(f)).

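More fibrous matrix genes and markers of mesenchymal progenitor cells were higher than lower in the articular zone, while the summed levels of both lists overlapped between the zones. The fibrous matrix list summed to 89552 ± 7818 CPM (SD, n = 3) in the articular zone and 87040 ± 7019 (SD, n = 2) in the mature zone. The progenitor list summed to 1864 ± 305 and 1497 ± 301 CPM. Of 36 genes of fibrous and elastic matrix, 9 were higher and 2 were lower over all genes tested (15 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.00156, and adjusted p = 0.194 with an estimated correlation). Islr, a matrix protein gene of mesenchymal cells (chromosome 9, 58156246 to 58159236), was at 132 ± 37.4 CPM (SD, n = 3) in the articular zone and 16.9 ± 9.42 (SD, n = 2) in the mature zone, a log2 fold change of 2.97 (SE 0.45, adjusted p = 0.0171 from edgeR's quasi-likelihood test). Aspn and Dcn, small proteoglycans that bind collagen, had log2 fold changes of 1.41 (SE 0.21) and 1.14 (SE 0.17). Thbs1, thrombospondin 1 (chromosome 2, 118111876 to 118127133), went the other way, at 40.5 ± 16.9 against 760 ± 224 CPM (-4.23, SE 0.36, adjusted p = 0.00487). Of 24 markers of mesenchymal stem and progenitor cells, 4 were higher and none was lower (10 higher and 2 lower when adjusted over the list alone; camera adjusted p = 1.09e-05, and adjusted p = 0.417 with an estimated correlation). Other fits also called markers lower: limma-voom gave 2 higher and 2 lower, and DESeq2 11 and 2. At least 10 counts in every library gave 3 higher and 2 lower, and no low count filter 4 and 2. Pdgfrb and Pdgfra, the receptors of platelet-derived growth factor, rose by 2.69 (SE 0.43) and 2.30 (SE 0.40) on the log2 scale, and the surface marker Cd34 by 2.70 (SE 0.56, adjusted p = 0.0464). Mcam, a marker of perivascular cells, had 730, 90 and 215 counts in the articular zone and 2 and 1 in the mature zone, a ratio of 190 (95% counting interval 64.9 to 924). The summed level of the endothelial list was 317, 37.9 and 185 CPM in articular zone replicates 2, 3 and 4 and 55.0 and 15.8 CPM in mature zone replicates 2 and 3. Mcam, Cd34, Pdgfra and Pdgfrb were likewise lowest, among the articular zone libraries, in replicate 3, and the endothelial and progenitor lists share 1 gene, Eng. Of 20 genes of the superficial zone of cartilage, Dpt, dermatopontin (chromosome 1, 164796663 to 164824274), was higher (1.97, SE 0.36, adjusted p = 0.0318) and none was lower (1 higher when adjusted over the list alone; camera adjusted p = 0.00222, between 1.51e-05 and 0.0724 over the other settings with the preset correlation, the highest with at least 10 counts in every library, and adjusted p = 0.493 with an estimated correlation). Prg4, lubricin, had 32, 11 and 57 counts in the articular zone and 11 and 0 in the mature zone (adjusted p = 0.633). Without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 in turn, 1, 1, 0, 17 and 1 fibrous matrix genes, 0, 1, 0, 8 and 0 progenitor markers and 0, 0, 0, 8 and 0 superficial zone genes were higher, and 1, 1, 1, 3 and 1 fibrous matrix genes were lower.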

Differentially expressed genes between the articular and mature zones suggest different molecular mechanisms to regulate cells in corresponding zones in homeostasis. Accordingly, we performed overrepresentation analysis against the Ingenuity Pathway database and detected 29 differentially enriched signaling pathways with statistical significance (Figure 3(a) and Supplementary Table 5). In addition, to infer the identity of upstream regulatory molecules and associated mechanisms to provide biological insight into the observed gene expression changes, upstream regulator and mechanistic network analysis were performed, based on a large-scale causal network derived from the Ingenuity Knowledge Base. 

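Genes of the cell cycle were higher in the articular zone, and genes of the endoplasmic reticulum were lower. All 50 genes of the cell cycle and DNA replication list had a positive log2 fold change; 12 were higher and none was lower over all genes tested (37 higher when adjusted over the list alone; camera adjusted p = 1.14e-21, and adjusted p = 0.256 with an estimated correlation). Their summed level was 5972 ± 203 CPM (SD, n = 3) in the articular zone and 2581 ± 853 (SD, n = 2) in the mature zone. Mki67, the proliferation marker Ki-67 (chromosome 7, 135689784 to 135716450), was at 502 ± 104 against 115 ± 46.6 CPM, a log2 fold change of 2.13 (SE 0.31, adjusted p = 0.0163 from edgeR's quasi-likelihood test). Cdc7, a kinase that starts DNA replication (chromosome 5, 106964315 to 106984440), had 912, 473 and 1072 counts in the articular zone and 3 and 1 in the mature zone (adjusted p = 0.00522). The mitosis genes Incenp and Anln rose by 2.63 (SE 0.41) and 1.71 (SE 0.28) on the log2 scale. Of 70 genes of translocation, folding and early secretion at the endoplasmic reticulum, none had a positive log2 fold change, against 2 with upper-quartile normalization; 16 were lower over all genes tested (58 lower when adjusted over the list alone; camera adjusted p = 2.19e-29, and adjusted p = 0.245 with an estimated correlation). Their median log2 fold change was -0.75. Of these 70 genes, 39 are in the study's table of differentially expressed genes, and 27 are among the XBP1 targets drawn from it. Of the 50 cell cycle genes, 28 are in that table. Both lists were fixed after values in the paper's tables had been seen, so their directions are not independent of the study's calls. Over all genes tested, 10 genes of the endoplasmic reticulum list were lower with upper-quartile normalization, 2 with the replicate block, 24 with limma-voom, 48 with DESeq2, and 3 and 1 with limma on log2(FPKM + 1) and log2(FPKM + 0.1); 13, 4, 12, 36, 23 and 11 genes of the cell cycle list were higher in the same fits, and none of either list passed with log2(FPKM + 1) and no filter. Sec61a1, of the translocation channel (chromosome 6, 88503607 to 88518800), was at 718 ± 97.2 against 1719 ± 51.2 CPM (-1.26, SE 0.17, adjusted p = 0.0137). Sec24a, of the COPII vesicle coat, had a log2 fold change of -1.69 (SE 0.24), the retrieval receptor gene Kdelr3 one of -1.10 (SE 0.18) and Ckap4 one of -1.03 (SE 0.17). Of 30 integrin, laminin and other basement membrane genes, 4 were higher and 1 was lower (6 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0368, and adjusted p = 0.523 with an estimated correlation). That of camera was 0.198 without articular zone replicate 2, 0.0649 without articular zone replicate 4 and 0.259 without mature zone replicate 3, the highest with the preset correlation, and the lowest was 0.00435. Col4a1 and Col4a2, the chains of type IV collagen that lie side by side on chromosome 8, had log2 fold changes of 2.74 (SE 0.39) and 1.85 (SE 0.35), and Nid1, nidogen 1, one of 1.91 (SE 0.39). These genes were highest in articular zone replicate 2 and, among the articular zone libraries, lowest in replicate 3, as the endothelial list was. Nid2, nidogen 2 (chromosome 14, 19751257 to 19811787), was lower (-2.29, SE 0.28, adjusted p = 0.0104). When articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 were left out in turn, 2, 1, 0, 37 and 3 cell cycle genes were higher, 1, 0, 0, 22 and 1 genes of the endoplasmic reticulum list were lower, 0, 2, 0, 7 and 0 basement membrane genes were higher, and 1, 0, 0, 2 and 1 were lower. From the genes that differed between the zones, the paper proposes that different mechanisms regulate the cells of each zone, and it states which pathways were enriched among them.

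**Figure D3:**
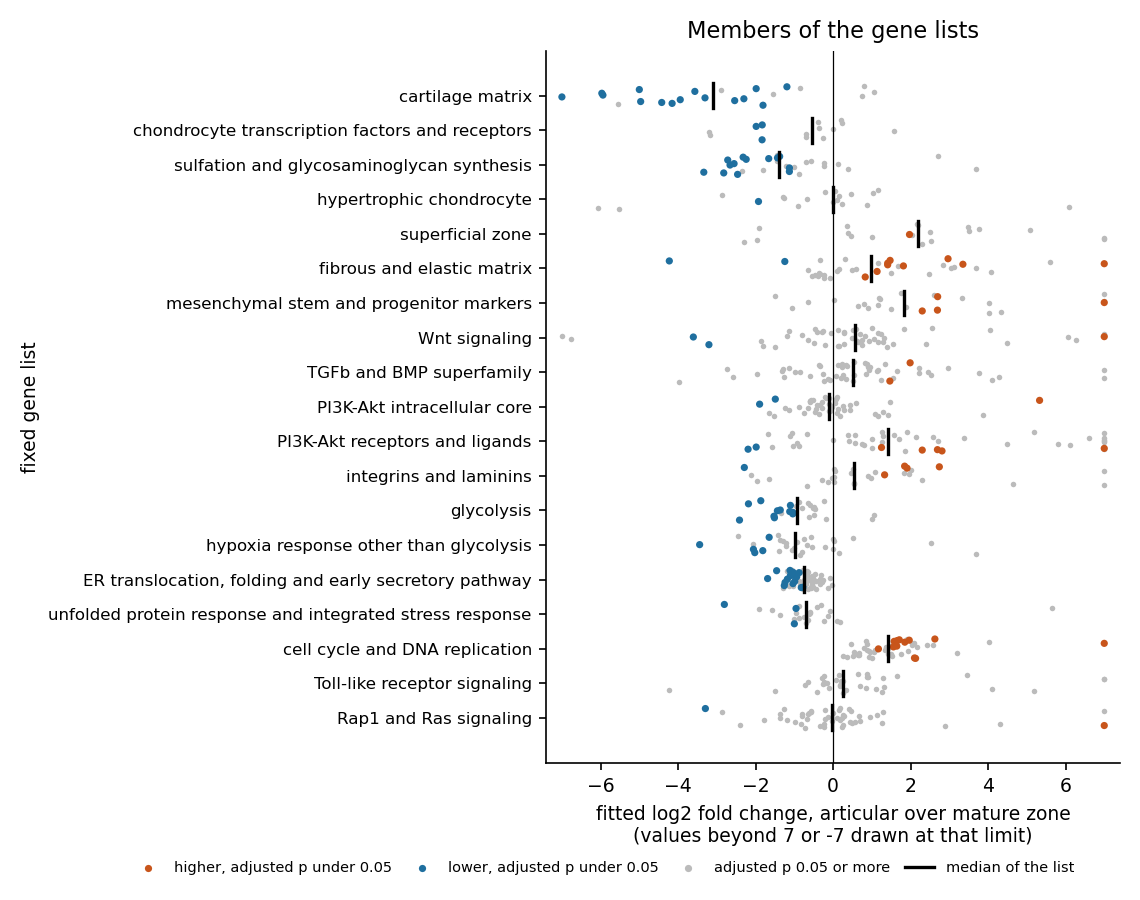
Fitted log2 fold change (articular over mature zone) of each tested member of the 19 lists of cartilage and signaling genes, 1 point per gene, with the median of each list as a black line. Members of the cell cycle list lie to the right of 0 and those of the endoplasmic reticulum list to the left, though 2 of these lay to the right of 0 with upper-quartile normalization; values beyond 7 or -7 are drawn at that limit, and fitted values of genes with 0 counts in a zone are no bounds.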

The upstream regulator analysis identified 19 activated and 38 inhibited upstream regulators, including target molecules, shown in Supplementary Table 6. 

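In edgeR's test more of the targets assigned to XBP1 and HIF1A were lower than higher in the articular zone, and more of those assigned to NUPR1 were higher. The study chose these targets from genes it had called on the same libraries, so their directions are not independent evidence. Of 35 XBP1 targets found in the counts, 13 were lower and 3 were higher at an adjusted p under 0.05 from edgeR (31 lower and 4 higher when adjusted over the list alone), and 27 of them are also in the endoplasmic reticulum list. Golph3, a Golgi protein gene, had a log2 fold change of -1.46, Srprb, of the receptor of the signal recognition particle, one of -1.24, and Golph3l, a relative of Golph3, one of 3.59. Of 29 HIF1A targets, 18 were lower and 4 were higher (24 lower and 5 higher when adjusted over the list alone). The glycolytic enzyme gene Pgk1 had a log2 fold change of -1.44, the mitophagy gene Bnip3 one of -2.02, and the growth factor gene Pdgfa one of -2.19. Of 39 NUPR1 targets, 13 were higher and 5 were lower (30 higher and 9 lower when adjusted over the list alone). The kinesin genes Kif18a and Kif23 had log2 fold changes of 4.45 and 1.64. Of the NUPR1 targets, 4 are also in the cell cycle list: Kif23, Mki67, Pola2 and Spc25. The tallies depended on the test. With the replicate block, limma-voom, DESeq2 and limma on log2(FPKM + 1) and log2(FPKM + 0.1), in that order, 3, 19, 30, 3 and 2 XBP1 targets were lower and 1, 1, 4, 4 and 3 were higher, 12, 22, 24, 13 and 12 HIF1A targets were lower and 3, 4, 5, 5 and 4 were higher, and 3, 4, 30, 14 and 13 NUPR1 targets were higher and 3, 9, 9, 3 and 2 were lower. With log2(FPKM + 1) and no filter, none passed. Without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 in turn, 1, 0, 1, 14 and 1 XBP1 targets, 6, 5, 0, 19 and 6 HIF1A targets and 2, 1, 0, 4 and 2 NUPR1 targets were lower. In the same order, 0, 1, 0, 3 and 1 XBP1 targets, 1, 1, 0, 5 and 1 HIF1A targets and 2, 0, 0, 25 and 3 NUPR1 targets were higher.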

The gene regulatory networks that illustrated the causal regulations were depicted in Figure 3(b).

Among multiple candidates genes that may regulate stem/progenitor cells, we immunolocalized Sox9, Ihh, Frzb, Dkk1, Lgr5, and TGF*β*3 in the articular and mature zones (Figure 4). Sox9 was strongly expressed in both articular zone and mature zone, whereas Ihh was modestly positive in the articular zone, but intensely expressed in the mature zone. Frzb and Dkk1 were detected in mature zone at a relatively low level. Contrastingly, the greatest Lgr5 expression was found in the articular zone, whereas Tgf*β*3 showed a similar but modest expression pattern to Lgr5. These findings confirm the RNA-sequencing transcriptional profile and provide a comprehensive expression mapping of growth and transcriptional genes in the articular and mature zones of a synovial joint condyle.

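In the authors' FPKM, Sox9 RNA was abundant in both zones, and Ihh, Frzb and Dkk1 RNA lay mainly in the mature zone. Sox9 was at 23.4 ± 0.567 FPKM (SD, n = 3) in the articular zone and 72.3 ± 26.0 (SD, n = 2) in the mature zone. Ihh was at 0.247 ± 0.254 FPKM in the articular zone, where replicates 2 and 3 were at the lowest value that the files hold, 0.1, and at 10.9 ± 6.46 in the mature zone. Frzb was at 2.45 ± 1.48 FPKM in the articular zone and 24.8 ± 0.975 in the mature zone. Dkk1 stood at 0.1 in every articular zone library and at 1.14 and 0.752 FPKM in the mature zone. Lgr5 was at 0.967, 0.151 and 0.724 FPKM in the articular zone libraries and at 0.1 in both mature zone libraries. Tgfb3 was at 21.5 ± 2.91 FPKM in the articular zone and 6.56 ± 0.150 in the mature zone. For each of the 6 genes, all articular zone libraries lay on one side of all mature zone libraries. FPKM measures RNA of pooled captures, and protein was not measured in these libraries.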

## 4. Discussion

The present genomic profiling dataset from the articular and mature zones of the synovial joint condyle may have implications in the understanding of development, homeostasis, and pathological conditions including arthritis. In several synovial joints, putative stem/progenitor cells are found to reside primarily in the superficial or articular zone of the articular cartilage [13, 29, 30]. The superficial zone has unique structural and mechanical properties that differ from the mature zone [31]. Although several growth and transcriptional factors have been previously reported to be associated with chondrogenesis [17–19], few genetic factors regulating chondrogenesis of stem/progenitor cells have been identified, highlighting the importance of further investigation into the functional interplay of multiple genes.

The present pathway enrichment analysis of differentially regulated genes suggested that 29 signaling pathways were significantly relevant to TMJ chondrogenic development. The importance of the PI3K/Akt pathway in the regulation of survival, proliferation, apoptosis, and differentiation of mesenchymal stem/progenitor cells has been demonstrated [32]. 

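Receptors and ligands upstream of PI3K were higher in the articular zone as a group, and the list of intracellular PI3K-Akt genes pointed toward lower but did not pass. Of 46 receptors and ligands tested, 5 were higher and 2 were lower over all genes (14 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.00119, between 5.51e-05 and 0.0801 over the other settings with the preset correlation, the highest with at least 10 counts in every library, and adjusted p = 0.417 with an estimated correlation). Egfr, the receptor of epidermal growth factor (chromosome 11, 16752203 to 16913907), was at 111 ± 18.1 CPM (SD, n = 3) in the articular zone and 15.8 ± 4.35 (SD, n = 2) in the mature zone, a log2 fold change of 2.81 (SE 0.33, adjusted p = 0.0101 from edgeR's quasi-likelihood test). Fgfr2, a fibroblast growth factor receptor gene (chromosome 7, 130162451 to 130266808), was at 795 ± 45.6 against 334 ± 84.9 CPM (1.25, SE 0.21, adjusted p = 0.0222). The receptor genes Pdgfra and Pdgfrb and the ligand gene Pdgfc were also higher, and the ligand gene Pdgfa (-2.19) and the receptor gene Fgfr3 were lower. Of 47 intracellular genes of the pathway, 1 was higher and 2 were lower (1 higher and 3 lower when adjusted over the list alone), their median log2 fold change was -0.11, and camera gave an adjusted p of 0.116. Without articular zone replicate 2 this adjusted p was 0.0449, toward lower expression, it lay between 0.0314 (without both replicate 2 libraries) and 0.378 over the others with the preset correlation, and it was 0.485 with an estimated one. Gab2, an adaptor that binds PI3K (chromosome 7, 97081751 to 97308951), was at 16.8 ± 4.87 against 0.411 ± 0.0237 CPM (5.33, SE 0.89, adjusted p = 0.0222). Bcl2l1, an inhibitor of apoptosis (chromosome 2, 152758732 to 152833803), was at 31.2 ± 8.15 against 116 ± 8.22 CPM (-1.90, SE 0.30, adjusted p = 0.0196). Ywhaq, a 14-3-3 protein gene with processed copies that may share its reads, was at 844 ± 239 against 2374 ± 201 CPM (-1.49, SE 0.25, adjusted p = 0.0223). The summed level of the myeloid list was 506, 39.2 and 212 CPM in articular zone replicates 2, 3 and 4 and 69.2 and 43.3 CPM in mature zone replicates 2 and 3. Of the higher receptors and ligands, Pdgfra, Pdgfrb, Pdgfc and Egfr were likewise lowest, among the articular zone libraries, in replicate 3, where they were still above both mature zone libraries, and Fgfr2 was highest there. The receptor list shares Kdr and Tek with the endothelial list and Csf1r with the myeloid list. When articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 were left out in turn, 1, 1, 0, 8 and 1 receptors and ligands were higher and 0, 1, 0, 3 and 0 were lower, and 0, 0, 0, 2 and 0 intracellular genes were higher and 1, 0, 0, 3 and 0 were lower.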

Our finding of a robustly enhanced PI3K/Akt pathway in the articular zone of condylar cartilage indicates that the manipulation of the PI3K/Akt pathway is a putative modulator of TMJ homeostasis and cartilage regeneration. The Wnt signaling pathway is known to be a critical regulator of TMJ chondrogenesis and osteoarthritis [13, 26, 33–36], although the mechanisms by which this pathway exerts its effects are still not fully understood. Here, we identified that Wnt-related genes Dkk1, Frzb, and Wnt11 were downregulated, while Lgr5, Fzd1, Sfrp4, Wif1, Tcf4, and Tcf19 were upregulated in the articular zone relative to the mature zone of the condylar cartilage, suggesting the dynamic roles of the Wnt signaling pathway in cartilage development and providing evidence to uncover potential key regulators in the specification of TMJ fibrochondrocyte differentiation. 

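Of these 9 Wnt-related genes, Sfrp4 and Tcf4 were higher and Frzb and Wnt11 were lower in the articular zone, and the other 5 did not pass the test over all genes. Sfrp4, a secreted antagonist of Wnt (chromosome 13, 19623175 to 19632825), had 533, 429 and 423 counts in the articular zone and 1 and 0 in the mature zone, a ratio of 764 (95% counting interval 137 to 30192; adjusted p = 0.00933 from edgeR's quasi-likelihood test). Tcf4, a helix-loop-helix factor whose symbol is also used for the Wnt effector Tcf7l2 (chromosome 18, 69343429 to 69687967), was at 321 ± 9.68 CPM (SD, n = 3) in the articular zone and 132 ± 1.55 (SD, n = 2) in the mature zone (log2 fold change 1.28, SE 0.18, adjusted p = 0.0151). Fzd1, a Wnt receptor gene (chromosome 5, 4753839 to 4758216), was at 87.5 ± 12.2 against 16.5 ± 18.7 CPM, a log2 fold change of 2.40 (SE 0.78, adjusted p = 0.142). Tcf19, a cell cycle factor gene (chromosome 17, 35512730 to 35516837), was at 68.2 ± 13.6 against 24.4 ± 10.9 CPM (1.48, SE 0.40, adjusted p = 0.0952). Adjusted over the list alone, 6 of the 9 were higher and 3 were lower; the study chose them on these libraries, so this is not independent evidence. Of 54 tested genes of a list of Wnt ligands, receptors, inhibitors and effectors, Sfrp4 was higher, Wnt11 and Frzb were lower and 51 did not pass the test (7 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 0.151). Over all genes, 393 of 13119 passed. Of the 54 genes, 19 had an unadjusted p under 0.05 in edgeR, against 2634 of all 13119. DESeq2 called 10 of them higher and 4 lower, and limma-voom 0 and 2. Camera tests for a shift in 1 direction, so changes in both directions can offset each other there. The adjusted p from camera was 0.0198, toward higher expression, without mature zone replicate 2, 0.0373 without both replicate 2 libraries, and 0.110 to 0.549 over all other settings. Without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 in turn, 1, 1, 0, 6 and 1 of the 9 genes were higher and 1, 1, 0, 2 and 1 were lower. For the list of 54, the numbers were 1, 1, 0, 9 and 1 higher and 1, 1, 0, 4 and 1 lower.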

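Genes of glycolysis and of the response to hypoxia were lower in the articular zone. In edgeR's test over all genes, 1 gene of Rap1 and Ras signaling was higher and 1 was lower, and none of Toll-like receptor signaling passed. Over all genes tested, 393 of 13119 passed. Of 26 genes of glycolysis, 11 were lower and none was higher over all genes tested (17 lower when adjusted over the list alone; camera adjusted p = 1.80e-11, and adjusted p = 0.256 with an estimated correlation). Their summed level was 9056 ± 1716 CPM (SD, n = 3) in the articular zone and 19402 ± 1099 (SD, n = 2) in the mature zone. Slc2a1, a glucose transporter gene (chromosome 4, 119108745 to 119137330), was at 32.4 ± 11.2 against 173 ± 62.8 CPM, a log2 fold change of -2.42 (SE 0.37, adjusted p = 0.0171 from edgeR's quasi-likelihood test). Slc16a3, an exporter of lactate, had a log2 fold change of -2.18 (SE 0.32), and the enzyme genes Pgm2 and Pgam1 had -1.87 (SE 0.20) and -1.36 (SE 0.19). Of 30 other genes of the hypoxia response, 5 were lower and none was higher (16 lower when adjusted over the list alone; camera adjusted p = 3.21e-09, and adjusted p = 0.194 with an estimated correlation). Car12, a carbonic anhydrase (chromosome 9, 66712296 to 66766845), was at 37.4 ± 6.91 against 408 ± 40.8 CPM (-3.44, SE 0.23, adjusted p = 0.00231). The collagen-modifying enzyme genes Plod2 and P4ha2 fell by 2.06 (SE 0.28) and 1.81 (SE 0.26) on the log2 scale, and Tmem45a fell by 1.65 (SE 0.23). Of 50 genes of Rap1 and Ras signaling, 1 was higher and 1 was lower (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.188). Rapgef5 is the gene that was higher, and Pla2g16, a phospholipase gene, was at 4.16 ± 0.820 against 41.0 ± 0.0518 CPM (-3.30, SE 0.49, adjusted p = 0.0163). Of the 50 Rap1 and Ras genes, 18 had an unadjusted p under 0.05 in edgeR, against 2634 of all 13119 genes tested. DESeq2 called 4 of the 50 higher and 7 lower, and limma-voom called 3 lower. Of 37 genes of Toll-like receptor signaling, none passed edgeR's test over all genes or when adjusted over the list alone (camera adjusted p = 0.266); 4 had an unadjusted p under 0.05 in edgeR, limma-voom also called 0 of them, and DESeq2 called 2 higher and 1 lower. The most abundant of them were Ctsk, cathepsin K, with a log2 fold change of 0.64 (SE 0.28, adjusted p = 0.252), and the adaptor gene Tab2, with 0.22 (SE 0.22, adjusted p = 0.666). When articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 were left out in turn, 2, 3, 0, 10 and 5 glycolysis genes and 4, 2, 1, 10 and 2 other hypoxia genes were lower. In the same order, 0, 0, 0, 2 and 1 Rap1 and Ras genes were higher and 0, 0, 0, 2 and 1 were lower; without mature zone replicate 2, 2 glycolysis genes, 1 other hypoxia gene and 2 Toll-like receptor genes were higher and 1 Toll-like receptor gene was lower.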

The pathway analysis also implicated additional signaling pathways including the Rap1, Hif-1, Ras, and Toll-like receptor signaling pathways as enriched in TMJ formation and homeostasis. Further functional investigations in each of the enriched signaling pathways would be required.

Upstream regulator analysis determines likely upstream regulators that can explain the observed gene expression changes in the dataset, which can help illuminate the biological activities occurring in the cells or tissues being studied. It has recently been used to identify TGF-*β*, TNF, and MYC as important upstream regulators in the differentiation transition of chondrocytes [37]. 

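Xbp1 RNA was lower in the articular zone, and Hif1a and Nupr1 RNA did not pass the test. The paper predicts these regulators from changes of their target genes, so the RNA level of a regulator does not test the prediction. Xbp1, a transcription factor of the unfolded protein response (chromosome 11, 5520641 to 5525993), was at 139 ± 13.5 CPM (SD, n = 3) in the articular zone and 277 ± 4.00 (SD, n = 2) in the mature zone, a log2 fold change of -1.0 (SE 0.19, adjusted p = 0.0336 from edgeR's quasi-likelihood test). Hif1a, the oxygen-regulated subunit of hypoxia-inducible factor 1 (chromosome 12, 73901324 to 73947554), was at 146 ± 15 against 262 ± 36.5 CPM (-0.85, SE 0.20, adjusted p = 0.0707). Nupr1, a stress-induced nuclear protein gene (chromosome 7, 126623246 to 126625470), was at 255 ± 62.1 against 340 ± 63.2 CPM (-0.41, SE 0.24, adjusted p = 0.401). Of 25 genes of the unfolded protein response and the integrated stress response, 3 were lower and none was higher over all genes tested (4 lower when adjusted over the list alone; camera adjusted p = 4.32e-06, and adjusted p = 0.166 with an estimated correlation). Besides Xbp1, these were Vldlr, a lipoprotein receptor gene (-2.81, SE 0.42, adjusted p = 0.0164), and Asns, asparagine synthetase (-0.96, SE 0.20, adjusted p = 0.0484). The adjusted p of Xbp1 was highest without articular zone replicate 4, at 0.143, and Xbp1 passed only without mature zone replicate 2, at 0.0383, when 1 library was left out. Hif1a passed without mature zone replicate 2, at 0.0388, and Nupr1 passed in none of these fits. Without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 in turn, 1, 1, 0, 3 and 0 genes of the list were lower.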

In the present study, the top predictions for upstream regulators of the observed gene expression profiles were Xbp1, Nupr1, and Hif1a. Xbp1 is a transcription factor critical for cell fate determination in response to endoplasmic reticulum stress [38]. Nupr1 was originally identified as p8, a member of the family of HMG-I/Y transcription factors induced in response to various cellular stressors [39]. Hif1a, a critical mediator of the cellular response to hypoxia, plays a significant role in chondrocyte proliferation, maturation, and differentiation [40]. These observations reemphasize the importance of stressors and hypoxic microenvironment challenged by the chondrocytes. Our genome-wide analysis of gene expression further reveals the potential underlying mechanism as well as insight into unexplored functional interplay of candidate key regulators and target genes for further study.

TMJ arthritis remains a poorly understood cluster of diseases, and due to poor understanding of its causes, clinical management is palliative. The presenting findings provide clues to further understand TMJ pathological conditions including arthritis. For example, TGF*β* signaling is crucial in the regulation of chondrocyte hypertrophy both in arthritis progression and in cartilage regeneration. Inhibition of TGF*β* signaling in chondrocytes results in a progressive osteoarthritis-like phenotype [41, 42]. 

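Of the TGFb and BMP superfamily, 2 genes passed the test, and both were higher in the articular zone. Of 53 tested ligands, receptors, inhibitors and effectors, Tgfb3 and Id2 were higher, none was lower and 51 did not pass (3 higher when adjusted over the list alone, and camera adjusted p = 0.207). Over all genes, 393 of 13119 passed. Of the 53 genes, 13 had an unadjusted p under 0.05 in edgeR, against 2634 of all 13119. Id2, an inhibitor of helix-loop-helix factors that BMPs induce (chromosome 12, 25093799 to 25096092), was at 178 ± 4.01 CPM (SD, n = 3) in the articular zone and 44.9 ± 4.13 (SD, n = 2) in the mature zone, a log2 fold change of 1.99 (SE 0.22, adjusted p = 0.00933 from edgeR's quasi-likelihood test). The summed level of the list was 6450.5 ± 498 CPM in the articular zone and 4871 ± 100 in the mature zone, and its median log2 fold change was 0.51. Gdf10 (chromosome 14, 33923587 to 33936514) had 2321, 1535 and 1936 counts in the articular zone and 638 and 66 in the mature zone (adjusted p = 0.163). Without mature zone replicate 2 that adjusted p was 0.00395, and without mature zone replicate 3 it was 0.104. Id2 did not pass without articular zone replicate 4, at 0.0831, and Tgfb3 passed, with 1 library left out, only without mature zone replicate 2, at 0.0379. When articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 were left out in turn, 1, 1, 0, 6 and 1 genes of the list were higher.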

Our data reveal that members of the TGF*β* superfamily, including Tgf*β*3 and Gdf10 (Bmp3), are differentially expressed between articular and mature zones of the mandibular condyle, indicating TGF*β*'s dynamic roles in gene expression during chondrocyte differentiation that may be of relevance to the progression of TMJ disease.

## 5. Conclusions

The present profiling data provide a comprehensive genetic mapping of growth and transcriptional factors in the synovial joint condyle. The identified gene expression profiles and signaling pathways analysis provide a baseline for additional investigations of insights into stem/progenitor cells in the development, homeostasis, and pathological conditions of synovial joint.

## Figures and Tables

**Figure 1:**
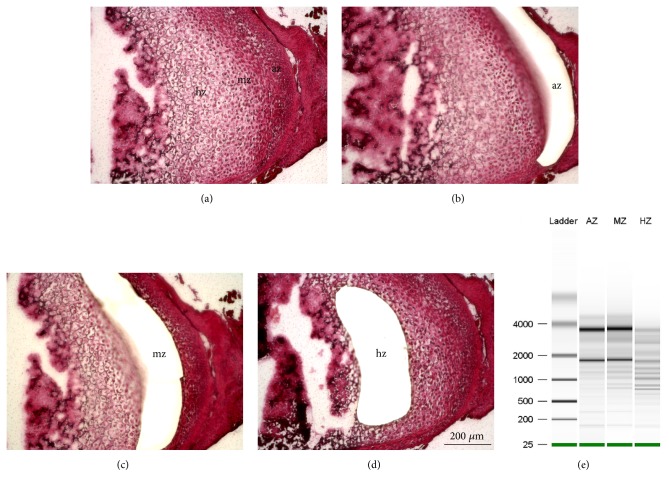
**Laser capture microdissection (LCM) of synovial joint condyle.** (a) HE-staining showed the location and morphology of articular zone (az), mature zone (mz), and hypertrophic zone (hz) of mandibular condyle of postnatal day 7 (P7) mouse. (b-d) Laser capture of az, mz and hz, respectively. (e) Representative bioanalyzer electropherograms showing the position of 18S and 28S rRNA peaks, indicating RNA quality from each cell zones. Scale bar=200 *μ*m.

**Figure 2:**
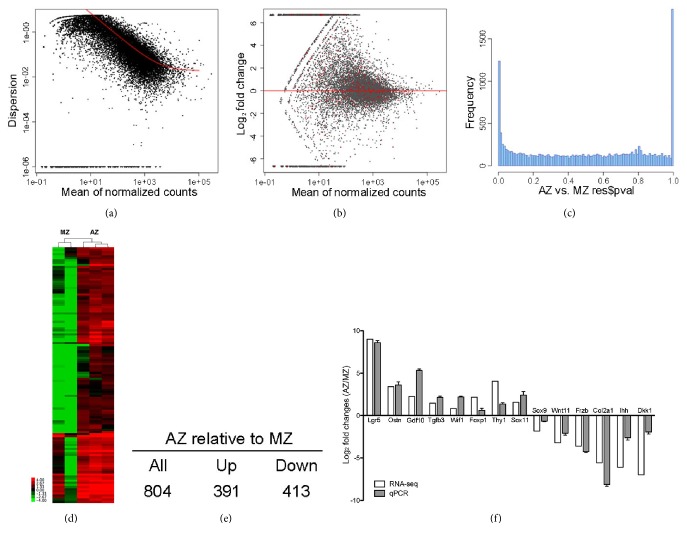
**RNA-sequencing analysis of differential gene expression between articular zone and mature zone of the synovial joint condyle.** (a) Empirical (black dots) and fitted (red lines) dispersion values plotted against the mean of the normalised count. (b) Plot of normalised mean versus log2 fold change for the contrast AZ versus MZ. (c) Histogram of P values from gene-by-gene statistical tests for differential expression. (d) Heatmap with hierarchical clustering of gene expression in articular zone (az) and mature zone (mz). (e) Summary of differential gene expression by the comparison of articular zone to mature zone. (f) Validation of RNA-Seq results by RT-qPCR.

**Figure 3:**
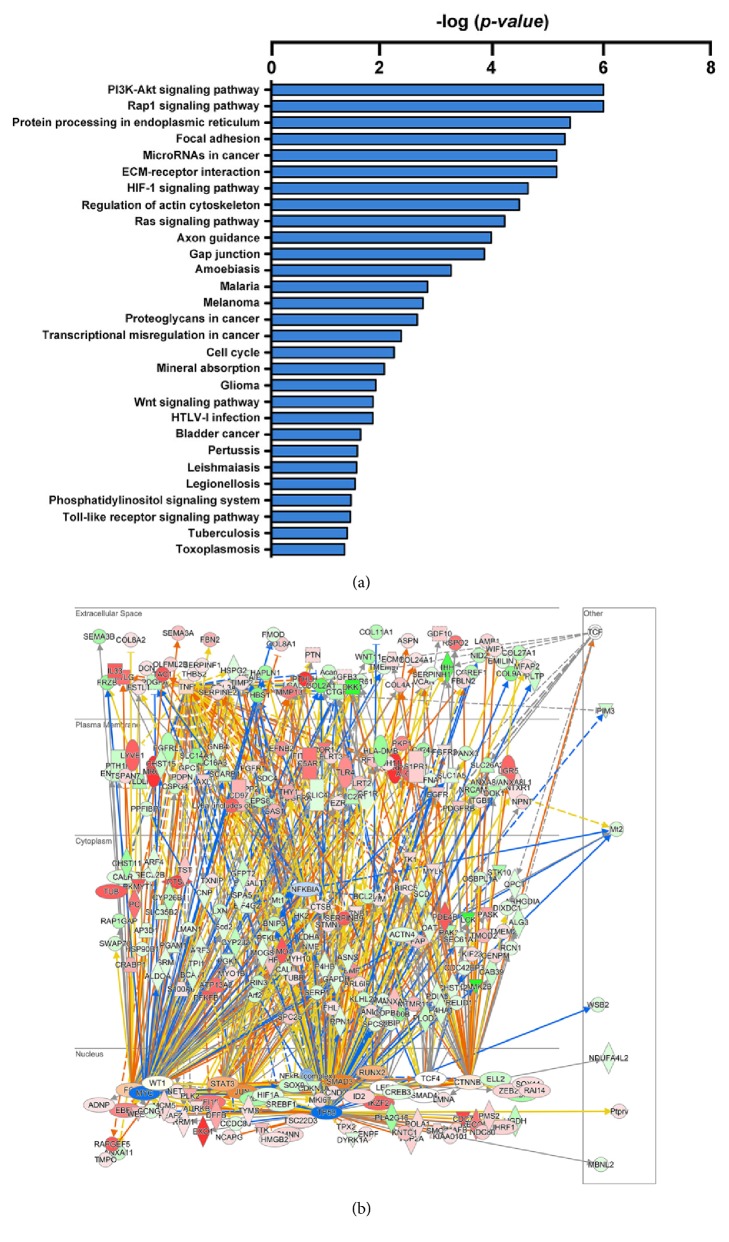
**Enriched signaling pathways and Ingenuity Pathway Analysis (IPA).** (a) The top 29 significantly enriched signaling pathways in the Ingenuity Pathway database indicate differences in biological processes between articular and mature zones. (b) Network regulating observed differential expression inferred by the Ingenuity Upstream Regulator and Mechanistic Network Algorithms.

**Figure 4:**
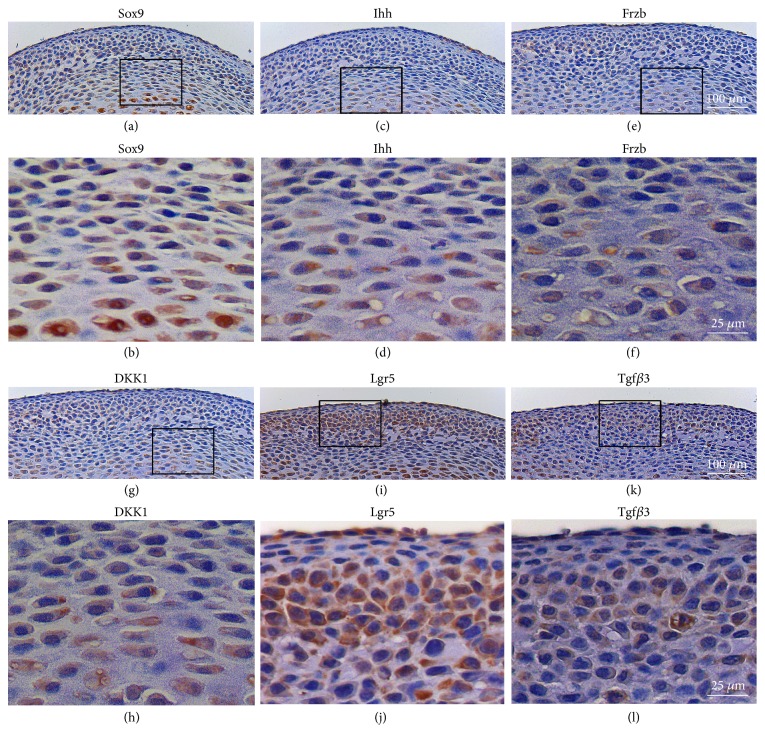
**Immunohistochemistry of chondrogenesis related genes. **(a-b) Sox9 was strongly expressed in both articular zone and mature zone. (c-d) Ihh was modestly positive in the articular zone, but intensely expressed in the mature zone. (e-h) Frzb and Dkk1 were detected in mature zone at a relative low level. (i, j) Lgr5 expression was primarily in the articular zone, but modest in the mature zone. (k, l) Tgf*β*3 showed a similar expression pattern to Lgr5. Scale bar = 100 *μ*m (a, c, e, g, i, k). Scale bar=25 *μ*m (b, d, f, h, j, l).

## Data Availability

RNA-sequencing (including raw and processed datasets) are available through the NCBI GEO database, accession code: GSE113116.

## Supplementary Materials

Supplementary Materials Supplementary Table 1. RNA quality from articular zone (az), mature zone (mz), and hypertrophic zone (hz) in three biological replicates was determined by RNA Integrity Number (RIN). Supplementary Table 2. Total sequencing reads representing RNA transcripts were generated and were mapped to the NCBI mouse reference genome. 

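Supplementary Table 2 gives, for each sequenced sample, the total reads, the reads that mapped to the mouse genome and their percentage. The paper's values of mapped reads are 24117514, 22594848 and 27997427 for the articular zone samples and 22299082 and 24013829 for the first and second mature zone samples. For the third mature zone sample the paper's values are 97419 mapped reads and 0.84% mapped. Counts assigned to genes, which are a part of the mapped reads, had a median of 15790860 per library in the articular zone and 15928834 in the mature zone. The table numbers its samples from 1 and the labels of the counts from 2, so the samples of the table were not joined to the libraries here.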

Supplementary Table 3. 

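Supplementary Table 3 gives each gene's fold change, articular over mature zone, and its significance from DESeq, a count model with a gene-wise dispersion. A fold change is infinite where one zone has no counts. The table that the authors deposited with the counts lists the same 804 genes: log2 fold changes differed by less than 0.001 for 758, both tables gave an infinite value for 45, and for Lgr5 the deposited table gave an infinite value and Supplementary Table 3 a finite one. All 804 genes were among the 13119 genes tested here, and all had the same direction in the edgeR fit. Of the 804, 370 passed edgeR's quasi-likelihood test at an adjusted p under 0.05 here, and 23 genes passed here that are not in the table. Without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3 in turn, 98, 81, 13, 584 and 127 of the 804 passed. DESeq2, the successor of DESeq, called 772 of them.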

The 804 differentially expressed genes between the articular and mature zones in TMJ condylar cartilage were listed with fold change and statistical significance. Supplementary Table 4. Primer sequences were used for the qRT-PCR. Supplementary Table 5. The top 29 significantly enriched signaling pathways with statistical significance value were listed. Supplementary Table 6. IPA upstream regulator analysis identified 19 activated and 38 inhibited upstream regulators, including target molecules, based on the 804 differentially expressed genes between the articular and mature zones of TMJ condylar cartilage.

# Supplementary material for: Profiling of Stem/Progenitor Cell Regulatory Genes of the Synovial Joint by Genome-Wide RNA-Seq Analysis
**Source:** Biomed Res Int. 2018 Jun 26;2018:9327487. doi: 10.1155/2018/9327487
**Supplement:** Supplementary Materials — Supplementary Table 1. RNA quality from articular zone (az), mature zone (mz), and hypertrophic zone (hz) in three biological replicates was determined by RNA Integrity Number (RIN). Supplementary Table 2. Total sequencing reads representing RNA transcripts were generated and were mapped to the NCBI mouse reference genome. Supplementary Table 3. The 804 differentially expressed genes between the articular and mature zones in TMJ condylar cartilage were listed with fold change and statistical significance. Supplementary Table 4. Primer sequences were used for the qRT-PCR. Supplementary Table 5. The top 29 significantly enriched signaling pathways with statistical significance value were listed. Supplementary Table 6. IPA upstream regulator analysis identified 19 activated and 38 inhibited upstream regulators, including target molecules, based on the 804 differentially expressed genes between the articular and mature zones of TMJ condylar cartilage.

**Supplementary Table1. RNA evaluation**

**Supplementary Table2. Sequencing and mapping of biological replicates**

**Supplementary Table3. The 804 differentially expressed genes with statistical significance**

**Supplementary Table4. Primer sequences**

**Supplementary Table5. The top 29 significantly enriched signaling pathways with statistical significance**

Rank- Rank of which pathway according to total pathway guide score.

Name- Name of pathway.

psize- # of genes in pathway

NDE - # of differentially expressed genes in input list in pathway

pNDE- Raw p value just talking overrepresentation in pathway into account.

pPERT- Raw p-value just taking intermolecular signaling into account.

pG (PGamma)- Raw  p-value taking both overrepresentation and intermolecular signaling into account.

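Supplementary Table 5 thus carries 2 kinds of evidence for each pathway, the number of differentially expressed genes it holds and how the changes would propagate through its known interactions. Its columns give the number of genes in the pathway, the number of them that were differentially expressed, the p of that number, the p of the propagation, both combined, and the false discovery rate of the combined p. In the paper's values, the combined p is under 0.05 for all 29 pathways and its false discovery rate is under 0.05 for 16 of them. The paper's values for the PI3K-Akt signaling pathway are 36 differentially expressed genes of 351, for the Wnt signaling pathway 9 of 143, and for the Toll-like receptor signaling pathway 1 of 101. The lists fixed here for these pathways are smaller and cover only a part of the paper's pathways, so the shares are not alike. Among them, the numbers of genes of the study's table were 3 of 48 for the intracellular PI3K-Akt genes, 15 of 59 for PI3K-Akt receptors and ligands, 9 of 70 for Wnt signaling and 1 of 53 for Toll-like receptor signaling.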

pGFDR- False discovery rate of pGamma.

**Supplementary Table6. IPA upstream regulator analysis**

How the deposited data were processed for this re-analysis (not part of the article)

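RNA of cells captured by laser from the articular and the mature zone of mandibular condyles of mice at postnatal day 7 was sequenced by the authors from single-end poly(A) libraries. The series holds 6 samples, of which 5 have processed values: articular zone replicates 2, 3 and 4 and mature zone replicates 2 and 3. Mature zone replicate 4 mapped poorly according to its labels, was left out by the authors, and was not used here. The authors trimmed the reads with Trimmomatic 0.32 and mapped them to the mouse genome mm10 with SHRiMP. The number of animals in a pool, the tool that counted reads per gene and its strand setting are not given in the sources used here. The deposited counts are raw read counts per gene symbol, with no normalization by the authors and 1 column for each of the 5 libraries. The deposited FPKM values were scaled by the authors for the length of the UCSC gene model and the number of mapped fragments, with 0.1 as the lowest value, for 22462 gene symbols. The deposited table of differentially expressed genes holds genes called by the authors with DESeq at an FDR under 0.05. Its signal values, the normalized means, were made by the authors from the counts divided by DESeq size factors. Its log2 fold changes, as the authors deposited them, are the log2 of the articular over the mature zone mean and infinite where a zone has no counts. Its p-values come from the authors' DESeq test, and the deposited adjusted p-values were adjusted by the authors for multiple testing.

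Here, the raw counts were tested with R 4.3.3 and edgeR 4.0.16. Genes with at least 10 counts in at least 2 libraries were kept, which left 13119 of 22609. Counts were normalized by TMM, dispersions were estimated with estimateDisp, and the quasi-likelihood test was run with glmQLFit (robust) and glmQLFTest on a design with the zone alone. The test has 3 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, which is the authors' threshold. Every call and every log2 fold change compares the 3 articular zone libraries with the 2 mature zone libraries. Total counts were 15449883 to 18884685 per library, and the common biological coefficient of variation was 0.680. In simulated counts with 200 changed genes, the test made 88 calls, of which 7 were false. For a zone with 0 counts in every library the fold was bounded against 3 counts over the zone, and with 1 to 3 counts in a zone the ratio is given with an exact 95% counting interval. Both cover counting error only. Where a list's median was given, it was also computed with such genes at their bound.

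The genes named are 117, by a rule set with the design, when values in the paper's tables had been seen. They are the genes that the paper names as measured or as upstream regulators, with Gapdh, Acan, Prg4 and Col10a1. To these come the 12 called genes with the largest fitted log2 fold change in each direction at a mean of at least 5 CPM and with the zones not overlapping, up to 4 called members of each list with the smallest p, or the 2 most abundant members of a list with none, and the 10 called genes with the smallest p. Golph3, Srprb, Golph3l, Pgk1, Bnip3, Pdgfa, Pdgfc, Kif18a, Kif23, Rnf157, Col1a2, Tcf7l2 and genes named as shared between lists fall outside it and were chosen after their values were seen. The lists cover 19 groups of cartilage and signaling genes and 11 groups of other cell types or of RNA quality: skeletal muscle, erythroid, myeloid, osteoclast, endothelial, osteoblast, Schwann cell, adipocyte, immediate early, ribosomal protein and mitochondrially encoded genes. Lists with enough tested genes, 27 in all, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, with the preset correlation of 0.01 and with an estimated one. They were also tested with fry of the same package. The target molecules of XBP1, HIF1A and NUPR1 in the paper's table of upstream regulators were counted by direction and not tested for enrichment.

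Correlations between libraries were taken on log2(FPKM + 1) over genes with a mean FPKM of at least 1, and an exact permutation test compared those within and between zones. Other settings were tried for the counts of genes, the lists and each named gene. They were DESeq2 size factors and upper-quartile normalization in edgeR, no low count filter, at least 10 counts in every library, the replicate number as a block, limma-voom, DESeq2 1.42.0, limma on log2(FPKM + 1) with and without a filter and on log2(FPKM + 0.1), an adjusted p under 0.01, and each library left out in turn. A fit without both replicate 2 libraries was added after seeing the data. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The authors' DESeq and their pathway software were not rerun. The hypertrophic zone, the qRT-PCR and the immunohistochemistry have no values in the files used here.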

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

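All tests in this part, except that of transcripts lost by chance, were chosen only after the result was seen. Markers of skeletal muscle, genes that the paper does not discuss, summed to 2024 CPM in articular zone replicate 2 and to 1669 CPM in mature zone replicate 2, above the 0.173 and 0.197 CPM that 3 counts give there. They summed to 59.2, 38.3 and 104 CPM in articular zone replicates 3 and 4 and mature zone replicate 3. Acta1, skeletal muscle actin, was at 507 CPM in articular zone replicate 2, 396 in mature zone replicate 2 and 5.58 to 20.9 in the other libraries, and Ttn, titin, at 317, 263 and 5.12 to 7.14 CPM. Of the 20 markers, 8 had more than 3 counts in every library, and the paper's table of differentially expressed genes holds 0 of them.

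RNA carried over from articular zone replicate 2 into mature zone replicate 2 would bring articular zone transcripts at the share of the muscle genes, 81.9%, but articular zone genes that were near 0 in mature zone replicate 3 stood at a median of 18.91% of their level. Carry-over the other way would raise cartilage matrix genes in articular zone replicate 2, but their summed level less the lower of the other articular zone libraries was -1453 CPM. Both values argue against carry-over between these libraries as the source. Muscle fibers captured with both samples stay open as a candidate source. The levels of 16 muscle genes had a Pearson correlation of 0.970 between both libraries, across genes, which are not independent replicates, but muscle RNA that came in by any route would keep such proportions, so this value does not favor captured fibers over other routes. Laser capture of an outlined zone would leave muscle out, and no biological explanation was tested, since the design names none for replicates of a zone.

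Genes of other cells stood out in the same articular zone library. Markers of endothelial cells, which the paper does not discuss, summed to 317 CPM in articular zone replicate 2, against 37.9 and 185 CPM in articular zone replicates 3 and 4. Markers of macrophages and other myeloid cells summed to 506 CPM in articular zone replicate 2, against 39.2 and 212 CPM in the same libraries. Both sums lie above the 0.173 CPM that a summed count of 0 allows in that library (3 counts), which shows only that these transcripts were detected.

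Mature zone replicate 2 lay nearer to the articular zone libraries, at correlations of 0.879 to 0.907, than mature zone replicate 3, at 0.826 to 0.876. Articular zone cells captured with it would carry in the transcripts that only the articular zone holds, so that few of them would be near 0. Of 239 genes with at least 5 CPM in every articular zone library and 3 or fewer counts in mature zone replicate 3, 40 (16.7%, Wilson 95% interval 12.5 to 22.0) also had 3 or fewer in mature zone replicate 2. The bound set for this test, over which such cells would be excluded, was 18.4% and falls inside that interval, so captured articular zone cells and a difference between the samples themselves cannot be told apart for these genes. At higher minima looked at afterwards, 11 of 100 genes at 10 CPM, 3 of 29 at 20 CPM and 0 of 6 at 40 CPM were near 0. The highest shares in articular zone libraries left out of the choice were 3.23% at 10 CPM and 0% at 20 CPM. Those are whole libraries, while captured cells would be a part of mature zone replicate 2. At 5 CPM, with left-out libraries taken at 23.6%, the median level of these genes there, up to 14.7% were near 0. No such control was made at 10 or 20 CPM, so those values do not decide. Sfrp4, Rnf157 and Cdc7 had 1, 2 and 3 counts in mature zone replicate 2, values that go against captured cells but rest on few genes.

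Of the 150 genes higher in the articular zone, 35 were at 3 or fewer counts in each mature zone library. Transcripts lost by chance in each library would seldom be lost in both: 133 genes at 5 to 80 CPM in the articular zone were near 0 in both mature zone libraries, against 12.9 expected, a ratio of 10.3 that argues against chance loss for these genes as a set. Blood vessel cells in the articular zone captures as the source of all 35 would make the genes follow the endothelial list, whose ratio of articular zone replicate 3 to replicate 2 was 0.119. Of 13 endothelial genes, 1 had a ratio over double that, 0.239 (Wilson 95% interval 1.37% to 33.3%), against 28 of the 35 (64.1% to 89.96%). The test favors genes that vary little within a zone, but among the 133 genes, called or not, 80 also lay above it, 60.2% (51.7% to 68.1%). This argues against vessel cells as the source of the whole set. It is the last of 3 forms of this test, all set after the values were seen; the median ratio of the 35 was 0.546, and the lower quartile over the 133 genes was 0.0691, under the bound, so vessel cells stay open for single genes, among them the 7 of the 35 under it. A difference in what cells of each zone express also stays open and was not tested. Loss shared by both mature zone libraries was not tested either, as the expected number assumes independent loss. The paper's RNA integrity numbers are 7.1, 7.7 and 7.8 for the articular zone samples and 6 and 6.8 for the first and second mature zone samples. The third mature zone sample, at 7.7, is the one with 0.84% mapped.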

How the results depend on the processing

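Only the fit without both replicate 2 libraries was chosen after the result was seen. In simulated counts with 200 changed genes, a setting that need not match these data, edgeR made 88 calls, 7 of them false. The replicate block made 72 and 6, limma-voom 60 and 1, and DESeq2 164 and 66. The replicate numbers are not known to pair captures. The difference between replicates 2 and 3 of the mature zone correlated across genes at 0.152 with that of the articular zone. It correlated at 0.0811 to 0.0963 with the articular zone differences of replicates 2 and 4 and of replicates 4 and 3. These share part of the numbers and add up to the difference of replicates 2 and 3, so they are no independent control. Skeletal muscle markers were high in both replicate 2 libraries, at 2024 and 1669 CPM, so a tie between captures of the same number is not excluded. The larger within-zone than between-zone correlation held with log2(FPKM + 0.1), no filter and Spearman, with differences of 0.0735, 0.0274 and 0.0757. DESeq2 size factors left the side of the threshold of all 117 named genes and 27 lists as it was. Upper-quartile normalization moved the median of all genes from 0.07 to 0.17 on the log2 scale, and 3 named genes no longer passed. Among the 117 named genes, 48, 51, 81, 4 and 41 no longer passed without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3, respectively; Matn1, Gjc3, Mtus2 and Dkk1 were not tested in the last 2 of these fits. With the replicate block 31 no longer passed, with limma-voom 22, and with DESeq2 12 more passed. Camera calls for cartilage matrix, sulfation, cell cycle, endoplasmic reticulum, glycolysis, hypoxia, unfolded protein response, fibrous matrix, progenitor and chondrocyte factor lists passed in every other setting run with the preset correlation. The cause was not tested for any value below.

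Against 393 genes, 150 higher and 243 lower, the counts were 593 with no low count filter (251 higher), 226 with the replicate block (81 higher, 145 lower), 1949 with DESeq2 (1140 higher, 809 lower), and 32 at an adjusted p under 0.01 (5 higher, 27 lower). With at least 10 counts in every library 230 were higher, with limma-voom 86 were higher, with limma on log2(FPKM + 1) 275 were higher, and with limma on log2(FPKM + 0.1) 135 were lower. Limma on log2(FPKM + 1) with no filter called 0 genes (0 higher, 0 lower), with 2357 at an unadjusted p under 0.05. Without both replicate 2 libraries 1591 were called (1024 higher, 567 lower). Leaving out 1 library gave 13 (without articular zone replicate 4) to 1289 genes (without mature zone replicate 2), 0 to 843 higher and 13 to 446 lower; edgeR's 0 higher genes without articular zone replicate 4 stand beside 1828 genes at an unadjusted p under 0.05. It was 98 without articular zone replicate 2, 86 without articular zone replicate 3 and 139 without mature zone replicate 3.

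With an estimated correlation, no list passed camera. That correlation was 6.39e-05 for the unfolded protein response, -0.0241 for chondrocyte factors and 0.0104 for fibrous matrix, against a preset 0.01. In these lists a larger correlation thus does not account for the higher adjusted p. When it estimates the correlation, camera has only the 3 residual degrees of freedom of these libraries. A high adjusted p in that setting is therefore no evidence that a list does not differ. The adjusted p was 0.166 for sulfation and the unfolded protein response, 0.194 for cartilage matrix, chondrocyte factors, fibrous matrix and hypoxia, 0.245 for the endoplasmic reticulum, 0.256 for cell cycle and glycolysis, 0.417 for progenitor markers and PI3K-Akt receptors, 0.493 for endothelial, myeloid and superficial zone genes, and 0.523 for integrins and laminins. Fry, which tests each list by itself and not against other genes, gave an adjusted p of 0.0216 for cartilage matrix, sulfation and the unfolded protein response. It gave 0.040 for chondrocyte factors, fibrous matrix, the endoplasmic reticulum, cell cycle, progenitor markers, glycolysis and hypoxia. It gave 0.111 for PI3K-Akt receptors, 0.168 for endothelial, 0.241 for superficial zone and integrin genes and 0.288 for myeloid genes. With at least 10 counts in every library camera's adjusted p was 0.0724 for endothelial and superficial zone genes, 0.590 for myeloid genes and 0.0801 for PI3K-Akt receptors. The ribosomal protein list, toward lower at 0.709, turned toward higher at 0.346 with that filter, 0.459 with upper-quartile normalization and 0.90 with the replicate block. The replicate block gave 0.00124 for osteoblast genes, which limma-voom gave as 0.0225, and turned skeletal muscle toward higher, at 0.911. Without both replicate 2 libraries it was 0.104 for myeloid genes, 0.0314 for the PI3K-Akt core (lower) and 0.0373 for Wnt signaling (higher).

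Leaving out 1 library, camera's adjusted p ran from 0.0147 (without mature zone replicate 2) to 0.659 (toward higher, without articular zone replicate 4) for ribosomal proteins, which also turned without articular zone replicate 2 (0.495) and mature zone replicate 3 (0.0703). It ran from 0.499 to 0.980 for immediate early genes and from 0.221 to 0.980 for Schwann cell genes, both turned without mature zone replicate 3. For integrins and laminins it was 0.00435 to 0.259, with 0.198 without articular zone replicate 2, 0.0649 without articular zone replicate 4 and the highest without mature zone replicate 3. It was 6.25e-07 to 0.143 for myeloid genes (highest without articular zone replicate 2), 0.00621 (without articular zone replicate 4) to 0.299 for osteoblast genes, and 0.0198 (without mature zone replicate 2) to 0.980 for osteoclast genes. It was 0.0449 (without articular zone replicate 2) to 0.378 for the PI3K-Akt core, 0.0198 (without mature zone replicate 2) to 0.236 for Wnt signaling, and 8.97e-06 (without mature zone replicate 3) to 0.955 for skeletal muscle, which was 0.00244 without articular zone replicate 2 and turned toward higher, at 0.263, without mature zone replicate 2.

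None of the 9 named genes whose log2 fold change turned passed the test in any of those fits. Leaving out 1 library, it ran from -0.0071 to 0.48 for Tab2, -4.41 to 3.07 for Acta1, -4.45 to 4.28 for Ttn, -1.21 to 1.02 for Alas2, -0.079 to 0.63 for Lpl, -0.59 to 8.55 for Fabp4, -0.23 to 0.72 for Myc, -0.33 to 0.16 for Rpl41 and -0.12 to 0.14 for Rplp0. With the replicate block it was 0.083 for Ttn and -0.17 for Myc, with limma-voom -0.20 for Alas2, and with limma on log2(FPKM + 1), on log2(FPKM + 0.1) and with no filter 0.080 each for Rpl41. Without both replicate 2 libraries it was 0.13 for Ttn, -0.90 for Alas2 and -0.081 for Rplp0.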

Differences from the paper's values

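The only setting in this part that was chosen after seeing the values is the fit without both replicate 2 libraries. The paper's count of differentially expressed genes is 804, at an FDR under 0.05 from DESeq, and the count here was 393 at the same threshold from edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with no low count filter (593) and with at least 10 counts in every library (566). It was not with DESeq2 size factors (394), upper-quartile normalization (366), the replicate block (226), limma-voom (411), DESeq2 (1949), limma on log2(FPKM + 1) (476), on log2(FPKM + 0.1) (318) and with no filter (0), or an adjusted p under 0.01 (32). It was not with any library left out: 98, 86 and 13 without articular zone replicate 2, 3 and 4, and 1289 and 139 without mature zone replicate 2 and 3.

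The paper's count of genes higher in the articular zone is 391, and the count here was 150. Among those alternatives it came within 1.5 times the paper's with limma on log2(FPKM + 1), at 275, and with none of the others, which gave 154 with DESeq2 size factors, 165 with upper-quartile normalization, 251 with no low count filter, 230 with at least 10 counts in every library, 81 with the replicate block, 86 with limma-voom, 1140 with DESeq2, 183 with limma on log2(FPKM + 0.1), 0 with no filter on FPKM, 5 at an adjusted p under 0.01, and 15, 26, 0, 843 and 58 without articular zone replicate 2, 3 and 4 and mature zone replicate 2 and 3. The paper's count of genes lower in the articular zone is 413, and the count here was 243. It came within 1.5 times the paper's with no low count filter (342), with at least 10 counts in every library (336), with limma-voom (325) and without mature zone replicate 2 (446). It did not with DESeq2 size factors (240), upper-quartile normalization (201), the replicate block (145), DESeq2 (809), limma on log2(FPKM + 1) (201), on log2(FPKM + 0.1) (135) and with no filter (0), an adjusted p under 0.01 (27), or without articular zone replicate 2, 3 and 4 (83, 60 and 13) or mature zone replicate 3 (81). The fit without both replicate 2 libraries, chosen after seeing the values, gave 567 lower genes and dropped 160 of the paper's 804. All 804 genes had the paper's direction here, and 370 of them passed.

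Of the 14 genes that the paper names as higher or lower and measured by qRT-PCR, all had the paper's direction here. Tgfb3, Sox9, Wnt11 and Frzb passed edgeR's test, and 10 did not: Lgr5 (adjusted p = 0.0648), Ostn (0.248), Gdf10 (0.163), Wif1 (0.0927), Foxp1 (0.0743), Thy1 (0.175), Sox11 (0.168), Col2a1 (0.0896), Ihh (0.0736) and Dkk1 (0.101). Of the Wnt-related genes that the paper names, Sfrp4 and Tcf4 passed as well, and Fzd1 (0.142) and Tcf19 (0.0952) did not. DESeq2 called Lgr5, Gdf10, Wif1, Foxp1, Thy1, Sox11, Col2a1, Dkk1, Fzd1 and Tcf19. The fit without mature zone replicate 2 and the fit without both replicate 2 libraries, the second chosen after seeing the values, called Lgr5, Ostn, Gdf10, Wif1, Foxp1, Thy1, Sox11, Fzd1 and Tcf19, and the second also Col2a1. Limma on log2(FPKM + 1) called Ostn, Gdf10, Thy1, Col2a1, Ihh, Fzd1 and Tcf19, and limma on log2(FPKM + 0.1) called Thy1, Col2a1 and Ihh. Lgr5 was called with no low count filter, Wif1 and Foxp1 with at least 10 counts in every library, Col2a1 and Ihh with the replicate block, Col2a1 with limma-voom and without articular zone replicate 2, and Ihh without articular zone replicate 4.

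For Lgr5, the paper's Supplementary Table 3 gives a fold of 158.849, and Figure 2(f) shows a log2 fold change of about 9.0, read by eye. Here Lgr5 had 0 counts in both mature zone libraries and was at least 83.3-fold higher, a bound that allows both.

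The paper states that the PI3K/Akt pathway was enhanced in the articular zone. The pathway ranks first in the paper's Supplementary Table 5, with a false discovery rate of 4.5e-05 and a p of propagation of 0.030. Here its receptors and ligands were higher as a group with the preset correlation (camera adjusted p = 0.00119), but not with an estimated one (0.417) or with at least 10 counts in every library (0.0801), while the list of its intracellular genes had an adjusted p of 0.116 toward lower. These lists cover only a part of the 351 genes of the paper's pathway. The paper's own table of upstream regulators lists the PI3K family as inhibited, with a z-score of -2.165 and an overlap p of 0.0607, which is not under 0.05. The paper states that 29 pathways were significantly enriched, and in its Supplementary Table 5 the false discovery rate is under 0.05 for 16 of them. That rate is 0.0995 for Wnt signaling and 0.199 for Toll-like receptor signaling. The paper names Toll-like receptor signaling as an enriched pathway. In its table this rests on a p of propagation of 0.0065, beside a p of 0.942 for the number of genes, so counts of called genes do not test it. Here edgeR called 0 of 37 tested genes of that list, 4 of which had an unadjusted p under 0.05, and limma-voom called 0. DESeq2 and the fit without mature zone replicate 2 each called 2 higher and 1 lower. For the third mature zone sample, Supplementary Table 2 gives 11362 in the column of total reads, far above the other entries of that column, and a value that the column's unit cannot hold beside 97419 mapped reads and 0.84% mapped.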

Other observations

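Markers of osteoblasts and osteocytes stood lower in the articular zone in part, with calls in the other direction in some other fits. DESeq2 called 2 of the list higher and 2 lower, and limma on log2(FPKM + 1) called 2 higher and 1 lower. Of 8 tested genes, Smpd3, a sphingomyelinase of mineralizing cells (log2 fold change -3.36, SE 0.63, adjusted p = 0.0341 from edgeR's quasi-likelihood test), and Fkbp11, a folding enzyme of the endoplasmic reticulum (-1.03, SE 0.19, adjusted p = 0.0339), were lower and none was higher (2 lower when adjusted over the list alone; camera adjusted p = 0.0796). The list's summed level was 413, 645 and 1170 CPM in articular zone replicates 2, 3 and 4 and 2102 and 2056 CPM in mature zone replicates 2 and 3. Smpd3 passed, with 1 library left out, only without articular zone replicate 2 (0.0117), and Fkbp11 only without mature zone replicate 2 (0.0181). The list shares Ibsp and Sp7 with the hypertrophic list and Fkbp11 with the endoplasmic reticulum list, and 2 of its genes are in the paper's table of differentially expressed genes. Among the 10 genes with the smallest p were 5 that no list holds and that were all lower in the articular zone: Scin (log2 fold change -6.24, SE 0.38), Susd5, a hyaluronan-binding surface protein gene (-2.85, SE 0.21, adjusted p = 0.00231), Sort1, a sorting receptor gene (-2.68, SE 0.21), Cd24a, a surface glycoprotein gene (-3.11, SE 0.28), and Ctgf, connective tissue growth factor (-2.39, SE 0.22). The adjusted p without articular zone replicate 4 was 0.0274 for Scin and Susd5, 0.0291 for Sort1, 0.0572 for Cd24a and 0.0530 for Ctgf; all 5 passed without any of the other libraries.

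Markers of endothelial and myeloid cells were higher in the articular zone as groups by camera with the preset correlation, but the zones overlapped. The summed levels in articular zone replicate 3, 37.9 CPM for the endothelial and 39.2 CPM for the myeloid list, lay below those in mature zone replicate 2, 55.0 and 69.2 CPM, and that of the myeloid list also below mature zone replicate 3, 43.3 CPM. Of 13 tested endothelial genes, all with a positive log2 fold change, Emcn, endomucin, was higher, with 0 counts in both mature zone libraries and at least 117-fold (adjusted p = 0.0365 from edgeR; 3 higher when adjusted over the list alone; camera adjusted p = 4.94e-04, and adjusted p = 0.493 with an estimated correlation). Emcn passed, with 1 library left out, only without mature zone replicate 2 (0.0270), and the list did not pass camera with at least 10 counts in every library (0.0724; 2.63e-06 to 0.0724 over all settings with the preset correlation). Of 18 tested myeloid genes, Mrc1, a mannose receptor of macrophages, at a ratio of 954 (95% counting interval 171 to 37708), and Laptm5, a lysosomal protein gene of blood cells (5.88, SE 1.24, adjusted p = 0.0494), were higher (3 higher when adjusted over the list alone; camera adjusted p = 0.00193, and adjusted p = 0.493 with an estimated correlation). The myeloid list did not pass camera without articular zone replicate 2 (0.143), without both replicate 2 libraries (0.104) or with at least 10 counts in every library (0.590), and with 1 library left out Mrc1 passed only without mature zone replicate 2 (0.0230) and articular zone replicate 3 (0.0468), and Laptm5 in no fit. For both lists, limma-voom called 0 genes and DESeq2 called 5. The paper's table holds 2 genes of each list, and 3 endothelial and 7 myeloid genes had more than 3 counts in every library.

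In each of the other groups, edgeR's test over all genes called 1 gene or none. Of all 13119 genes tested, 2634 had an unadjusted p under 0.05. Of 11 tested genes of peripheral nerve and Schwann cells, Gjc3 was lower (3 lower when adjusted over the list alone, and camera adjusted p = 0.520). Of these 11 genes, 5 had an unadjusted p under 0.05 in edgeR. Limma-voom called 1 of them lower, and DESeq2 called 1 higher and 3 lower. None passed, over all genes or adjusted over the list alone, among 19 genes of skeletal muscle (camera adjusted p = 0.207), 6 of osteoclasts (0.162), 18 of the immediate early and heat shock response (0.631) and 80 ribosomal protein genes (0.709), nor did either of the tested adipocyte genes Lpl and Fabp4 or the tested erythroid gene Alas2. In the lists where none passed, edgeR gave 1 osteoclast and 2 immediate early genes at an unadjusted p under 0.05, and 0 of the others. Of these lists limma-voom called 0 genes, and DESeq2 called 1 osteoclast and 2 immediate early genes as higher; without mature zone replicate 2, edgeR called 2 osteoclast genes and 1 immediate early gene as higher. Ribosomal protein genes had a median log2 fold change of 0.01 while camera pointed toward lower, a direction that turned with upper-quartile normalization, at least 10 counts in every library and the replicate block. The osteoclast gene Nfatc1, a transcription factor gene, had a log2 fold change of -0.78 (SE 0.42, adjusted p = 0.349), and the early response gene Fosl2 one of 0.35 (SE 0.23, adjusted p = 0.463). Alas2 had 344, 33 and 55 counts in the articular zone and 102 and 64 in the mature zone. The counts hold no mitochondrially encoded gene.

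Gapdh, the reference gene of the paper's qRT-PCR, was at 376 ± 86.1 CPM (SD, n = 3) in the articular zone and 818 ± 98.7 (SD, n = 2) in the mature zone, a log2 fold change of -1.12 (SE 0.22, adjusted p = 0.0392 from edgeR's quasi-likelihood test). It passed, with 1 library left out, only without mature zone replicate 2 (0.0265), and the highest adjusted p of these fits was 0.200, without articular zone replicate 4. Gapdh has many processed copies in the genome, with which its reads could be shared, and whether they were is not known from the counts.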
